A study of Mus musculus with 6 samples. Its data were reported in "Shaping immune landscape of colorectal cancer by cholesterol metabolites" (2024).

How the data were processed

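RNA-seq was done on 3 colon tumors and 3 colon tissue samples of AOM/DSS mice. Per the labels, libraries were made with a stranded mRNA kit, and the submitters' processing notes name cutadapt, HISAT and the GRCm39 build; their versions, the counter and its use of strand are not given in the sources used here. The authors deposited 1 table of 33573 genes with a fragment count per gene and library, not normalized. The authors also deposited FPKM values, in which counts are divided by exon length and by the table's total count of the library. Exon lengths recovered from count and FPKM were whole within 0.01 bases in 100% of the 86659 values with at least 50 counts. The table held 0 rows of the mitochondrial chromosome. Total counts were 19421883, 20789620 and 17679579 in tumor replicates 2, 4 and 20, and 18796670, 16995481 and 19377759 in colon replicates 2, 4 and 20. Counting intervals and floors cover counting error only.

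Groups follow the sample labels. The labels do not say that each number is a separate animal, so p-values measure the spread between these samples. The series design states that tumor and colon tissue were paired and the labels share the numbers 2, 4 and 20, so equal numbers were taken as pairs. The deviations from group means of same-numbered libraries correlated at 0.19, 0.12 and 0.02 for numbers 2, 4 and 20. The highest correlation of each of these tumors with a colon library of another number was -0.09, 0.12 and 0.02. For numbers 4 and 20 the values thus do not set the pair apart. The main fit had no block, as the study's comparison was unpaired, and a fit with the number as a block was an alternative; both were set before the data were examined. That equal numbers count as pairs was decided later, when the numbers of genes called by both fits had been seen.

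Counts were tested in edgeR 4.0.16 (R 4.3.3) with TMM scaling, filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05; 18520 genes were tested. Standard errors were taken as the log2 fold change divided by the root of the F statistic and are approximate. The 37 gene lists were tested by camera in limma 3.58.1 with a preset correlation of 0.01. Differences between enzymes were computed per sample on log2 CPM with a prior count of 2 and tested by exact two-sided permutation. Simulated counts of 18110 genes for the tumor and colon comparison, with genes changed by known folds, were used to test the scripts: 2% of genes changed 1.5-fold, 24% of those changed 2-fold, 80% of those changed 4-fold and 96% of those changed 8-fold were recovered, with 6 false calls, and 0 of 50 unchanged lists were called by camera. Only 50 genes were changed at each fold, far fewer than were called in the data. These shares therefore check the scripts and do not give the power of the tests here.

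The tests, the 37 lists, the alternatives named below other than epithelial scaling and the rule for named genes were fixed before the data were examined. The lists of pan-epithelial, respiratory chain and distal colon Hox genes and the tests of explanations were written later, when a first edgeR fit had shown the changes of the enzymes and the largest changes of all genes. The comparisons of enzymes with pan-epithelial genes and of muscle with nerve genes, and scaling to pan-epithelial genes, were thus chosen after the results were seen. Named genes were the cholesterol enzymes with further genes that include Srebf2, Myc, Il17a and Il17f; the 10 largest rises and 10 largest falls among genes past the threshold with a mean of at least 5 CPM and the same direction in all 3 pairs, leaving out predicted genes and immunoglobulin or T cell receptor segments; and of each list the 2 genes with the lowest adjusted p and the 2 with the highest mean CPM. Some items that this rule names, and measures built on them, are not reported here. Folds against a group with no counts are given against a floor of 3 counts over the group. Alternatives were RLE and upper quartile scaling, no filter or at least 1 CPM in 3 samples, DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1), the block, leaving out each library, leaving out 5 genes with over 1% of a library's counts, and for lists an estimated correlation, fry and preranked enrichment with fgsea 1.28.0. Transcripts were compared with BLAST 2.17.0 on GENCODE sequences of another build, from which no coordinates were taken.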

Results

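RNA-seq was performed on colon tumors and colon tissue of C57BL/6 mice carrying colorectal cancer induced by azoxymethane, a carcinogen, and dextran sodium sulfate, which injures the colon epithelium (AOM/DSS). The series held 3 tumor and 3 colon libraries, numbered 2, 4 and 20 in both tissues. Total counts were between 16995481 and 20789620 per library, and 18520 genes passed the count filter. All fold changes below are tumor over colon with n = 3 libraries per tissue, and adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another method is named.

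The first comparison asked which genes differed between tumor and colon. By camera, Wnt targets rose and genes of smooth muscle, enteric nerve, goblet cells, enteroendocrine cells and colonocytes fell. These calls were lost with an estimated correlation (adjusted p = 0.151 with an estimated correlation for Wnt targets and enteroendocrine genes, 0.38 for muscle and nerve, 0.391 for goblet cells and 0.502 for colonocytes). In all, 2981 genes were higher and 2987 lower in tumor by edgeR. Of these, 1583 rose and 1871 fell by at least 2-fold. Without colon replicate 4 there were 1905 higher and 1904 lower genes, the lowest counts of the leave-one-out fits, which reached 2908 higher and 2930 lower. The split depended on the scaling, with 2003 higher and 4056 lower when libraries were scaled to 12 pan-epithelial genes. Of these 12 genes 4 were themselves called higher and 0 lower in the main edgeR fit. The split was 3860 higher and 2350 lower by limma on log2(FPKM + 1), which changes the unit and the test as well. The epithelial scaling moved the median log2 change of all genes from 0.01 to -0.18, and log2(FPKM + 0.1) moved it to 0.12. The blocked fit gave 2724 higher and 2833 lower genes.

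Among the 10 largest rises, T (brachyury), a mesoderm transcription factor, had 34.3 ± 8.60 CPM in tumor (SD, n = 3) and no counts in colon, which makes it at least 599.4-fold higher against a floor of 3 counts over the colon group. Against the same floor, Prss56 was at least 303.6-fold, Siglec15 at least 264.8-fold, Cyp21a1 at least 248.7-fold, Slc26a9 at least 247.9-fold and Aox4 at least 219.5-fold higher. Mmp7, a matrix metalloproteinase made by Paneth cells, rose from 0.192 ± 0.12 to 389 ± 50.7 CPM (log2 fold change 10.95 ± 0.32 SE, edgeR adjusted p = 1.54e-05). The metallothionein Mt4 had 66.5 CPM in tumor, and its ratio of counts was 1756 with a 95% counting interval of 485.7 to 14500. The ratio was 1151 without colon replicate 20, and colon had 0 counts without colon replicate 2. Defa24 and Defa21 completed the 10, but alpha-defensin genes are near-identical copies and the values of single members are uncertain. Among the 10 largest falls were genes of muscle and nerve, but no list was tested on these 10. Pln, which encodes phospholamban of muscle, fell from 12.9 ± 8.45 to 0.0917 ± 0.159 CPM (edgeR adjusted p = 0.00449), and the muscle creatine kinase Ckm fell from 19.9 ± 2.55 to 0.454 ± 0.411 CPM (edgeR adjusted p = 0.00129). All 6 tumor counts of Pln were in tumor replicate 4. The log2 change of Pln ran from -10.87 to -2.19 over the alternatives, with its call kept in each. Rims1, a protein of the presynaptic active zone, fell by 5.28 on the log2 scale, and the tachykinin receptor Tacr2 fell by 5.75. All 16 tumor counts of Tacr2 were in tumor replicate 4. Its log2 change ran from -11.02 to -2.63 over the alternatives, and its call was kept in each. Bves, Calb2, Sstr1, Gdf10, Abca8a and Mamdc2 were the others.

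The next comparison asked whether enzymes of cholesterol synthesis differed between tumor and colon. Of the 21 enzymes, 5 rose and 0 fell by edgeR, all 5 in the distal part of the pathway. That part held 15 of the 21 enzymes. Of all 18520 genes tested, 2981 were higher and 2987 lower, so rises were common outside the pathway too. Fdft1, squalene synthase (ENSMUSG00000021273, chromosome 14, 63382599 to 63417027, GRCm39), rose from 95.8 ± 6.09 to 145 ± 11.2 CPM, a 1.51-fold change (log2 0.60 ± 0.10 SE, edgeR adjusted p = 0.00578). Tm7sf2, a sterol reductase, rose by a log2 change of 0.68 ± 0.15 (edgeR adjusted p = 0.0158). Mvd changed by 0.60 ± 0.17, Hsd17b7 by 0.56 ± 0.17 and Nsdhl by 0.48 ± 0.14, with edgeR adjusted p = 0.0332, 0.0429 and 0.0345. Adjusted over the list alone, 2 of the 21 enzymes and 5 of the 15 distal enzymes were higher.

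Sqle, squalene epoxidase (ENSMUSG00000022351, chromosome 15, 59186926 to 59203041, GRCm39), had 98.8 ± 11.8 CPM in tumor and 98.3 ± 8.94 CPM in colon (log2 0.01 ± 0.13, edgeR adjusted p = 0.973). Cyp51, lanosterol demethylase, had 164 ± 11.2 and 124 ± 23.4 CPM (edgeR adjusted p = 0.0778). It was called higher without colon replicate 20 (edgeR adjusted p = 0.0216) and by limma on log2(FPKM + 1) and log2(FPKM + 0.1) (limma adjusted p = 0.0278 and 0.0269), and its adjusted p ran from 0.0216 to 0.397 over all alternatives. Of the 5 proximal enzymes 0 passed the edgeR test, 1 had an unadjusted p below 0.05 0 passed by DESeq2 or limma-voom and 1 passed, as higher, by limma on log2(FPKM + 1) and on log2(FPKM + 0.1). In the lower direction 1 enzyme, Ebp, had an unadjusted p below 0.05 and passed by DESeq2. The number of enzymes called higher depended on single libraries: it was 2 without tumor replicate 4, 1 without tumor replicate 20, 2 without colon replicate 2 and 3 without colon replicate 4. Fdft1 was the only enzyme called higher in each of these fits, and it was also called when libraries were scaled to pan-epithelial genes, where Ebp was called lower. In the same libraries smooth muscle genes were lower in tumor, with a median log2 change of -3.58. With the replicate block 4 were called. Hsd17b7 lost its call in 9 of 17 alternatives, with adjusted p = 0.0835 with the block in edgeR, 0.0519 with upper quartile scaling, 0.0537 by limma-voom and up to 0.167 with epithelial scaling. That scaling also gave the highest edgeR adjusted p of Tm7sf2 (0.0569), Mvd (0.13) and Nsdhl (0.22).

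**Figure D1:**
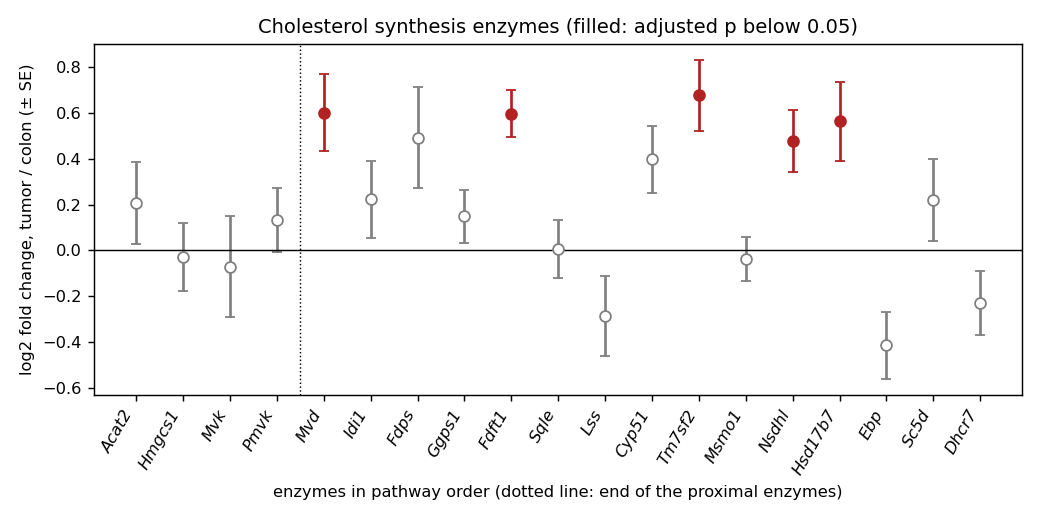
Log2 fold change of 19 cholesterol synthesis enzymes, tumor over colon, with standard errors from edgeR (n = 3 per tissue); filled points have an adjusted p below 0.05. Fdft1, Tm7sf2, Mvd, Hsd17b7 and Nsdhl are filled, and Sqle lies at 0.01.

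Whether the distal enzymes changed more than the proximal ones was tested on the difference itself. The mean of the distal enzymes minus that of the proximal enzymes, in log2 CPM, was -0.18 ± 0.08 in tumor and -0.28 ± 0.07 in colon (SD, n = 3). The difference was 0.10 (exact two-sided permutation p = 0.2, adjusted p = 0.6 over 4 such measures; the smallest p that 3 against 3 samples allow is 0.1). Within the numbers 2, 4 and 20 it was 0.11, 0.17 and 0.01. With medians in place of means it was -0.31 (exact permutation p = 0.2).

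The 26 measured genes of the study's cholesterol list, which the study used on human single cells, ranked as a list above other genes by camera (median log2 0.22, adjusted p = 0.0234; adjusted p = 0.502 with an estimated correlation and 0.0671 by fry). Of these, 7 were higher and 0 lower by edgeR, and 7 higher and 0 lower adjusted over the list alone. Among the 7 were Fdft1, counted above, and Srebf1 and Srebf2, which are regulators and not enzymes. The list shares enzymes with the 21 above, so its 7 are not 7 further rises. Over the leave-one-out fits 2 to 7 genes of this list and 1 to 5 of the 21 enzymes were higher. Both regulators are also in the list of sterol uptake, efflux and control below, so the counts of these lists are not independent. In the lower direction 1 gene had an unadjusted p below 0.05, and 1 passed by DESeq2. With epithelial scaling 2 were higher and 1 lower, and by limma on log2(FPKM + 1) or log2(FPKM + 0.1) 11 were higher. Without tumor replicate 4 the list's camera adjusted p was 0.138 and 3 genes were higher, and 2 were higher without tumor replicate 20, 3 without colon replicate 2 and 4 without colon replicate 4. The fixed lists of distal (camera adjusted p = 0.113), all (0.094) and proximal enzymes (0.493) did not pass, while without tumor replicate 2 the distal (0.027) and all-enzyme lists (0.00993) did. None of the 22 lists called by camera, of 37 tested, held with an estimated correlation, where adjusted p ran from 0.151 to 0.502 for these lists and 2 of 37 had an unadjusted p below 0.05. The regulators Srebf1 and Srebf2, transcription factors of lipid and sterol synthesis, had log2 changes of 0.72 ± 0.09 and 0.37 ± 0.10 (edgeR adjusted p = 0.0018 and 0.028). Leaving out tumor replicate 4, tumor replicate 20, colon replicate 2 or colon replicate 4 ended the call of Srebf2, with edgeR adjusted p between 0.0428 and 0.0989 over the leave-one-out fits. Epithelial scaling ended it too (log2 0.18, edgeR adjusted p = 0.257). Of 22 measured genes of sterol uptake, efflux and control 8 rose and 2 fell, also adjusted over the list alone, and the list did not pass (camera adjusted p = 0.159). Without colon replicate 2 or colon replicate 4, 5 rose and 1 fell, and without tumor replicate 2 or tumor replicate 20 1 fell. With epithelial scaling 5 rose and 4 fell, and with the replicate block 1 fell. Abca1, a cholesterol exporter, rose from 33.4 ± 6.83 to 130 ± 28.2 CPM (edgeR adjusted p = 0.000927).

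Wnt targets were the list with the lowest camera p. Of 22 genes 21 rose and 0 fell by edgeR, and all 22 rose adjusted over the list alone (median log2 3.41, camera adjusted p = 1.26e-15; adjusted p = 0.151 with an estimated correlation). Notum, a secreted Wnt inhibitor, had 344 ± 21.1 CPM in tumor and 0.642 ± 0.11 in colon (edgeR adjusted p = 1.81e-06). Its antisense gene Notumos, named after its values were seen, overlaps it, and reads of the pair cannot be told apart if counting ignored strand. Nkd1 rose from 22.8 ± 2.92 to 562 ± 21.9 CPM, and the stem cell receptor Lgr5 from 4.57 ± 2.44 to 132 ± 47.9 CPM (edgeR adjusted p = 1.54e-05 and 0.000673). Myc rose 2.65-fold, from 35.6 ± 10.5 to 94.3 ± 14.5 CPM (edgeR adjusted p = 0.00446). Of 21 Myc targets 11 rose and 0 fell, 12 adjusted over the list alone (median log2 0.45, camera adjusted p = 0.000416; adjusted p = 0.468 with an estimated correlation). The count was 4 without tumor replicate 20, 4 without colon replicate 4, 6 without colon replicate 20 and 3 with epithelial scaling. Of 8 measured stem cell genes 5 rose and 1 fell, and adjusted over the list alone 7 and 1 (camera adjusted p = 0.00325; adjusted p = 0.38 with an estimated correlation). Of 21 proliferation genes 1, Tpx2, rose and 1, Plk1, fell by edgeR, 0 adjusted over the list alone, and Mki67 had 262 ± 62.3 and 270 ± 54.0 CPM (camera adjusted p = 0.159). Without tumor replicate 20 neither Tpx2 nor Plk1 was called, and Tpx2 was also not called without tumor replicate 4, colon replicate 2 or colon replicate 4, or with epithelial scaling. Without tumor replicate 2 the list passed camera (adjusted p = 0.014) and 2 genes were higher, as were 2 without colon replicate 2 and 4 without colon replicate 20.

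By camera, genes of goblet cells, enteroendocrine cells and colonocytes fell and those of Paneth cells rose. Of 10 goblet cell genes 7 fell and 0 rose, also adjusted over the list alone (median log2 -2.18, camera adjusted p = 0.000558; adjusted p = 0.391 with an estimated correlation), and 4 fell without tumor replicate 20. Fcgbp, a mucus protein, fell from 7380 ± 4150 to 1038 ± 426 CPM (edgeR adjusted p = 0.00539). Of 9 enteroendocrine genes 8 fell and 0 rose, also adjusted over the list alone (camera adjusted p = 3.25e-05; adjusted p = 0.151 with an estimated correlation), among them chromogranin A, Chga, from 90.7 ± 28.8 to 15.2 ± 3.45 CPM (edgeR adjusted p = 0.000868). Of 18 colonocyte genes 8 fell and 1 rose, and adjusted over the list alone 9 and 1 (camera adjusted p = 0.0105; adjusted p = 0.502 with an estimated correlation). Guca2a, guanylin, fell by 3.15 on the log2 scale and Clca4b rose by 6.49 (edgeR adjusted p = 0.002 and 0.00183). Of 7 Paneth cell genes 6 rose and 0 fell, also adjusted over the list alone (median log2 7.19, or 5.11 with the 1 gene absent from colon at its bound; camera adjusted p = 0.000149; adjusted p = 0.38 with an estimated correlation), and Lyz1, lysozyme, rose from 10.6 ± 4.45 to 1551 ± 682 CPM (edgeR adjusted p = 0.000291). The remaining gene, Ang4, had 557 ± 564 CPM in colon and 134 ± 113 in tumor (edgeR adjusted p = 0.282). It was called lower without colon replicate 2 (edgeR adjusted p = 0.0363). Of 16 fatty acid oxidation genes 11 fell and 0 rose, 12 adjusted over the list alone (median log2 -0.84, camera adjusted p = 0.000124; adjusted p = 0.38 with an estimated correlation), and 6 fell without colon replicate 4. Cpt1a, which carries fatty acids into mitochondria, fell from 308 ± 14.6 to 153 ± 11.8 CPM (edgeR adjusted p = 0.000785).

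**Figure D2:**
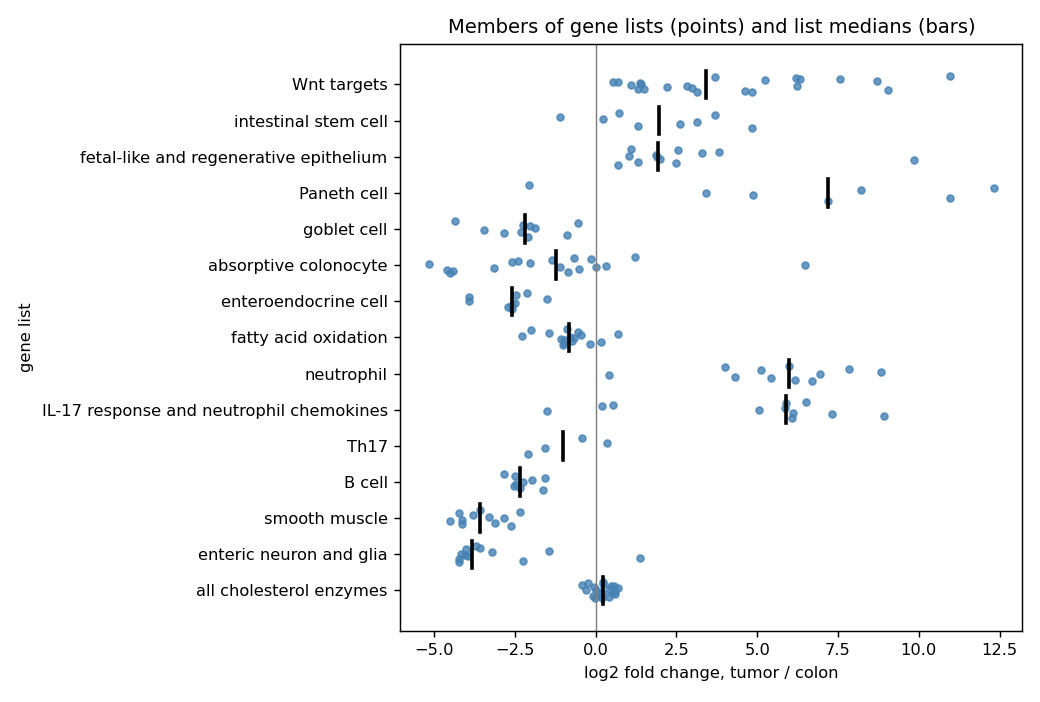
Log2 fold changes of the members of 15 gene lists, tumor over colon (points), with list medians (bars). Wnt targets have a median of 3.41 and smooth muscle genes of -3.58.

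Immune genes moved in both directions. Of 11 measured neutrophil genes 10 rose and 0 fell, also adjusted over the list alone (median log2 5.98, or 5.73 with the 1 gene absent from colon at its bound; camera adjusted p = 4.94e-05; adjusted p = 0.38 with an estimated correlation). S100a8, a calgranulin, had 28.2 ± 15.6 CPM in tumor and 0.264 ± 0.218 in colon (edgeR adjusted p = 0.000806). Of 11 measured genes of the IL-17 response and neutrophil chemokines 8 rose and 0 fell, also adjusted over the list alone (median log2 5.89, camera adjusted p = 0.00125; adjusted p = 0.38 with an estimated correlation), and Il23a, a subunit of interleukin 23, rose by 6.51 ± 0.54 (edgeR adjusted p = 0.000426). Nfkbiz, of the same list, did not pass (log2 0.20 ± 0.18, edgeR adjusted p = 0.431). Whether IL-17 caused the rises in this list was not tested. Of 9 Th17 genes 4 had enough counts to be tested; 2 fell and 0 rose by edgeR, 3 fell adjusted over the list alone, and the list did not pass (camera adjusted p = 0.293). Ccr6, a chemokine receptor, had 1.13 ± 0.468 CPM in tumor and 3.41 ± 1.12 in colon (edgeR adjusted p = 0.0317). Leaving out tumor replicate 2, tumor replicate 20, colon replicate 2 or colon replicate 4 ended its call and left 0 of these genes lower, with edgeR adjusted p between 0.0359 and 0.114 over the leave-one-out fits. Il17a had 0, 5 and 4 counts in tumor replicates 2, 4 and 20 and 0, 1 and 0 in colon replicates 2, 4 and 20. Its ratio of 7.88 had a 95% counting interval of 1.09 to 345.5, but the ratio was 11.9 without tumor replicate 2, 5.15 without colon replicate 2 and 5.17 without colon replicate 20, and colon had 0 counts without colon replicate 4. The interval reached below 1 without tumor replicate 4 (0.543), tumor replicate 20 (0.699), colon replicate 2 (0.713) or colon replicate 20 (0.716). Il17f had 2 counts in tumor and 5 in colon, and no firm difference was detectable for either gene at this depth.

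The study's lists of myeloid-derived suppressor cell and exhaustion genes were used there to score single cells, the first after earlier published work. Of 14 measured suppressor cell genes 7 rose and 0 fell, and adjusted over the list alone 11 rose and 1 fell (camera adjusted p = 0.00113; adjusted p = 0.391 with an estimated correlation), and 4 rose without tumor replicate 20. Arg1, arginase, rose from 0.671 ± 0.66 to 80.6 ± 5.72 CPM (edgeR adjusted p = 0.000315). Of 5 exhaustion genes 3 rose and 0 fell, 4 adjusted over the list alone (camera adjusted p = 0.0305; adjusted p = 0.38 with an estimated correlation, 0.0617 with the replicate block and 0.0517 without tumor replicate 4). Without tumor replicate 20 only Ctla4 was called among them. The inhibitory receptor Pdcd1 then had an edgeR adjusted p = 0.0555. Lag3, another such receptor, was called in no leave-one-out fit but that without colon replicate 20, and had an edgeR adjusted p = 0.0933 with the replicate block. Of 7 measured regulatory T cell genes 4 rose and 0 fell, also adjusted over the list alone (camera adjusted p = 0.0272; adjusted p = 0.38 with an estimated correlation and 0.0554 with the replicate block), among them Ctla4, an inhibitory receptor, from 0.875 ± 0.241 to 3.80 ± 0.627 CPM (edgeR adjusted p = 0.00456). Of 9 B cell genes 4 fell and 0 rose, also adjusted over the list alone (camera adjusted p = 0.00279; adjusted p = 0.47 with an estimated correlation). The count was 0 without tumor replicate 2, tumor replicate 20 or colon replicate 4, 1 without colon replicate 2 and 9 without tumor replicate 4.

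Genes of the gut wall fell. All 11 smooth muscle genes fell, also adjusted over the list alone (median log2 -3.58, camera adjusted p = 7.5e-11; adjusted p = 0.38 with an estimated correlation), with Myh11, smooth muscle myosin, at 147 ± 89.6 CPM in tumor and 2609 ± 8.15 in colon (edgeR adjusted p = 0.00127). Of 12 measured genes of enteric neurons and glia 11 fell and 0 rose, also adjusted over the list alone (median log2 -3.84, camera adjusted p = 4.27e-05; adjusted p = 0.38 with an estimated correlation). 

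**Figure D3:**
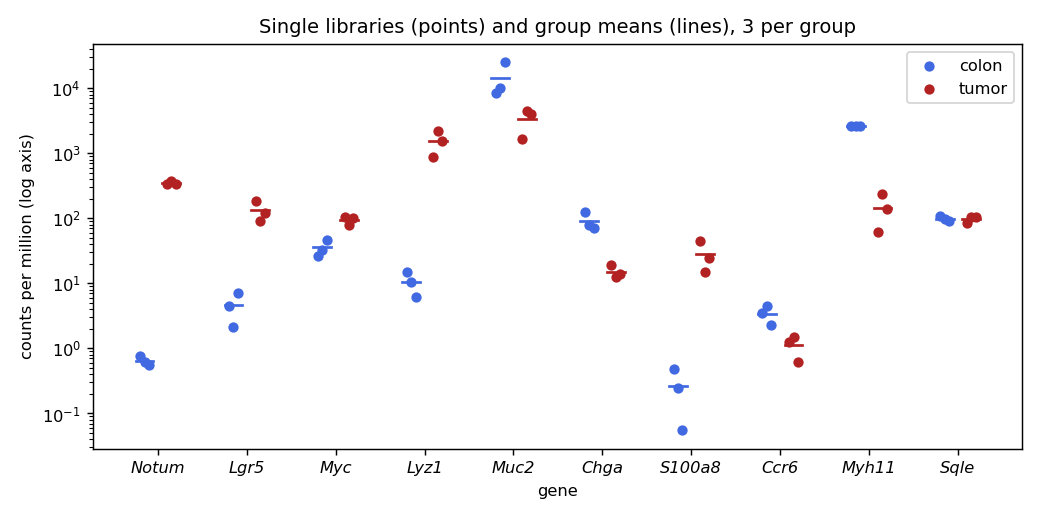
CPM of 10 genes in each library (points, log axis) with group means (lines), 3 libraries per tissue. Myh11 averages 147 CPM in tumor and 2609 CPM in colon, and Sqle 98.8 and 98.3 CPM.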

Values the study reported

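In human microsatellite-stable colorectal cancer, the study compared 294 primary tumors with 41 normal samples and gave SQLE a 3.94-fold increase in tumors.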

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

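The scaling to pan-epithelial genes was chosen after the data were seen; the other alternatives were planned. Of 96 called genes that the naming rule picks, not all of them described here, 73 were called in the same direction in each alternative run on them, 23 lost the call in at least 1 and 0 changed direction. Part of that rule picks genes by large fold or low adjusted p in these data, which favors such stability. Of all 5968 called genes, 61.3% were also called without colon replicate 4, the lowest share of the leave-one-out fits. The highest share was 84.7%, without tumor replicate 4. In simulated counts 24% of 2-fold changes were recovered. Only 50 genes were changed at each fold there, far fewer than were called in the data, so this share does not give the power here.

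With at least 2-fold change required, 1583 genes were higher and 1871 lower, by construction. Over the leave-one-out fits, genes higher ran from 1905 to 2908 and lower from 1904 to 2930, enzymes higher from 1 to 5 and lower 0, lists higher from 12 to 17 and lower from 8 to 10, with fewer samples in each fit. Epithelial scaling left 1 enzyme higher and 1 lower, and DESeq2 called 1 enzyme lower; the cause was not tested. Lists called fell to 0 higher and 0 lower with an estimated correlation, and 7 were higher by preranked enrichment. Fry ended the calls of the study's cholesterol list and of colonocyte, B cell, plasma cell and macrophage genes, and gave calls to Th1 (higher) and adipocyte genes (lower), both with adjusted p = 0.0135. Preranked enrichment ended those of fetal-like, stem cell, plasma cell, macrophage, suppressor cell, exhaustion, keratinocyte and immediate early genes; the cause was not tested. Among members, lower tuft genes were 5 by DESeq2 and 1 on log2(FPKM + 1), lower Th17 genes 1 by limma-voom and on both FPKM scales, and higher fibroblast genes 4 with the replicate block and 1 with epithelial scaling. Higher Th1 genes were 1 with the block, and epithelial scaling left 0 higher proliferation and cytotoxic genes. Goblet genes lower were 4 without genes over 1% of a library, since goblet genes are among those left out. The study's cholesterol list had adjusted p = 0.502 with an estimated correlation and 0.0671 by fry, and 0.00224 to 0.138 over leave-one-out fits. In those fits adjusted p was 0.205 to 0.771 for proximal, 0.027 to 0.33 for distal and 0.00993 to 0.33 for all enzymes. Without tumor replicate 2 the distal and all-enzyme lists passed camera.

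Distal minus proximal was -0.306 with the median, and 0.057 to 0.137 over leave-one-out fits.

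Genes that had not passed the edgeR test turned sign, and the cause was not tested. Sqle had a log2 change of -0.001 with RLE, -0.019 with upper quartile scaling and -0.001 with DESeq2. On log2(FPKM + 1), Hmgcs1 had 0.089, Mvk 0.028, Msmo1 0.077, Npc2 0.119, Mki67 0.069 and Klrk1 0.006; on log2(FPKM + 0.1) they had 0.091, 0.029, 0.082, 0.122, 0.071 and 0.008. Npc2 had 0.000 with limma-voom and 0.001 with the replicate block. With epithelial scaling Pmvk had -0.054, Ggps1 -0.043, Sqle -0.179, Cd247 -0.073 and Cd74 -0.078. Leave-one-out ranges were -0.127 to 0.082 for Hmgcs1, -0.201 to 0.126 for Mvk, -0.05 to 0.108 for Sqle, -0.087 to 0.009 for Msmo1, -0.119 to 0.114 for Npc2, -0.213 to 0.131 for Mki67, -0.032 to 0.605 for Lrrc32, -0.064 to 2.128 for Ikzf2, -0.505 to 0.146 for Klrk1, -0.001 to 1.359 for Ly6g, -0.15 to 0.421 for Vegfa, -0.268 to 0.304 for Cd74, -0.595 to 0.002 for H2-Aa and -0.791 to 0.017 for Cidec. Of these, Ikzf2 was called higher without colon replicate 2 (edgeR adjusted p = 0.0325) and H2-Aa lower without tumor replicate 4 (edgeR adjusted p = 0.0344). Among lists, the camera direction turned for fibroblast genes by fry (adjusted p = 0.844) and preranked enrichment (0.494), for tuft genes by preranked enrichment (0.728) and for cytotoxic genes by preranked enrichment (0.935) and with at least 1 CPM in 3 samples (0.497); over leave-one-out fits adjusted p was 0.431 to 0.954 for fibroblast, 0.523 to 0.994 for cytotoxic and 0.0301 to 0.876 for interferon genes.

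The replicate block gave 2724 genes higher and 2833 lower by edgeR. It ended the calls of the regulatory T cell and exhaustion lists and of Hsd17b7 (0.0835), Il18rap (0.0656), Jchain (0.0775) and Lag3 (0.0933), and gave calls to Ncl (0.0273), Prom1 (0.0289), Krt20 (0.032), Irf7 (0.0187) and Fn1 (0.0112), all edgeR adjusted p. It changed no other call of a named gene or list.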

Other observations

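The comparison of muscle with nerve genes, those of enzymes with pan-epithelial genes and the epithelial scaling were chosen after the results were seen. Of 8 keratinocyte genes 5 were tested; 4 rose and 0 fell in tumor, also adjusted over the list alone (camera adjusted p = 0.0372; adjusted p = 0.38 with an estimated correlation). The list's adjusted p was 0.0551 without colon replicate 2, 0.0578 without colon replicate 20 and 0.0708 with at least 1 CPM in 3 samples. Of the 3 not tested, the basal keratin Krt5 had 0 counts over the tumor group and 12 over the colon group, Krt1 had 1 and 9, and Trp63 had 0 in both. Krt14, another basal keratin, rose from 1.33 ± 0.691 to 48.4 ± 23.3 CPM (edgeR adjusted p = 0.00106). Of 12 genes of fetal-like and regenerative epithelium 10 rose by edgeR and 12 adjusted over the list alone (camera adjusted p = 0.000149; adjusted p = 0.38 with an estimated correlation). The count was 5 without tumor replicate 20, 5 without colon replicate 4 and 4 without colon replicate 20, and Clu rose from 92.1 ± 22.8 to 511 ± 108 CPM (edgeR adjusted p = 0.00059). Of 11 immediate early and heat shock genes 6 rose, 7 adjusted over the list alone (camera adjusted p = 0.00976; adjusted p = 0.47 with an estimated correlation) and 3 without tumor replicate 20 or colon replicate 4, with Jun from 114 ± 28.5 to 398 ± 85.8 CPM (edgeR adjusted p = 0.00169). Of 12 macrophage genes 6 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.0171; adjusted p = 0.47 with an estimated correlation). The rises numbered 3 without tumor replicate 2, 2 without tumor replicate 20, 1 without colon replicate 4, 3 with epithelial scaling and 3 without colon replicate 20, where the list had adjusted p = 0.0587. The scavenger receptor Cd163 fell by 4.98 on the log2 scale and Lyz2 rose by 1.01. Cd163 had 14.06, 3.5 and 3.46 CPM in colon replicates 2, 4 and 20, so the size of its fall leans on colon replicate 2. Of 7 plasma cell genes 2 fell, also adjusted over the list alone (camera adjusted p = 0.0161; adjusted p = 0.47 with an estimated correlation). None was called without tumor replicate 2, tumor replicate 20, colon replicate 4 or colon replicate 20, 1 was called without colon replicate 2 and 5 without tumor replicate 4. With the replicate block 1 was called and Jchain had an edgeR adjusted p = 0.0775.

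The other lists did not pass camera with all libraries. Adjusted p was 0.207 for tuft cells (1 higher, 3 lower), 0.159 for Th1 (2 higher; 0.0135 by fry), 0.884 for cytotoxic lymphocytes (1 higher), 0.407 for pan T cells (1 higher), 0.884 for fibroblasts (2 higher, 3 lower; median 0.35 and mean -0.03), 0.101 for endothelium (2 lower), 0.273 for adipocytes (1 lower of 2 measured; 0.0135 by fry), 0.536 for interferon response and 0.398 for MHC class II. Of 13 interferon genes 0 passed by edgeR, 2 had an unadjusted p below 0.05 and 1 passed by DESeq2; of 7 MHC class II genes 0 did in any of these. Leaving out 1 library gave a camera call to interferon genes without colon replicate 2 (adjusted p = 0.0301, 5 lower), to MHC class II genes without tumor replicate 4 (0.0107, 2 lower) and to endothelial genes without tumor replicate 2 (0.0317) or colon replicate 2 (0.0352). It also moved the small counts: lower tuft genes were 1 without tumor replicate 2, tumor replicate 20 or colon replicate 20, and lower endothelial genes 1 without tumor replicate 4, tumor replicate 20 or colon replicate 4. Higher Th1 genes were 1 without tumor replicate 2, tumor replicate 20 or colon replicate 20, and higher cytotoxic genes 0 without tumor replicate 4, tumor replicate 20, colon replicate 4 or colon replicate 20. Higher fibroblast genes were 0 without tumor replicate 2, colon replicate 4 or colon replicate 20, 1 without tumor replicate 20 and 4 without colon replicate 2.

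Sqle in these mouse samples averaged 98.8 CPM in tumor and 98.3 CPM in colon. That change is lower than the value quoted from the study above, which was measured in human tumors.

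The 5 enzymes called higher may reflect a lower share of gut wall muscle in tumor. Their mean log2 change exceeded that of 12 pan-epithelial genes by 0.38, with a pooled SD of 0.19 between samples, which is above 0 by more than that SD. These 5 were picked because they rose, however, and over all 21 enzymes the difference was 0.01 with a pooled SD of 0.17. Of the 12 pan-epithelial genes 4 were themselves called higher and 0 lower by edgeR, and 4 and 1 adjusted over the list alone. The reference thus moved unevenly, which limits this comparison and the epithelial scaling. With epithelial scaling Fdft1 had a log2 change of 0.41 ± 0.12 and stayed called. Tm7sf2 went from 0.68 ± 0.15 to 0.49 ± 0.16 and lost its call (edgeR adjusted p = 0.0569). This explanation therefore stays open. Abundant genes taking counts in colon were another candidate. Leaving out those with over 1% of a library kept the calls of all 5 enzymes and 99.6% of all calls. The median log2 change of all genes was 0.008 with and without them. With TMM scaling these values argue against the genes over 1% as the source of the 5 enzyme calls. Abundant genes below that share were not tested.

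Muscle and nerve genes fell together, and a candidate explanation is that colon samples held the muscle wall and its nerve plexus and tumor samples less of it. The median of neuron and glia genes minus that of muscle genes was -0.26, within the spread of 1.65 among neuron and glia genes. A change in the muscle or nerve cells themselves was not tested.

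The 5 most abundant pseudogenes fell in tumor, with a median log2 change of -0.79. Gm13340, chosen after its values were seen (chromosome 2, 22478115 to 22479659, GRCm39) fell from 14880 ± 2790 to 7185 ± 949 CPM (edgeR adjusted p = 0.00564; limma adjusted p = 0.0603 on log2(FPKM + 1) and 0.0747 on log2(FPKM + 0.1)). Their transcripts matched mitochondrial transcripts at a median identity of 100%. Gm10925, Gm28661 and Gm28437 matched at 100% and Gm29216 at 99.8%. Gm13340 reached 97.6%, below the 98% set for each before the match was made. Whether their counts come from mitochondrial reads cannot be told apart from expression of the copies by this test, which compares sequences only. If the counts are of mitochondrial reads, fewer mitochondrial transcripts in tumor may account for the fall. Of 41 nuclear genes of the respiratory chain 35 fell and 0 rose by edgeR, with a median of -0.59 and a spread of 0.14 between libraries. Muscle loss was not separated from this.

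Distal colon Hox genes could mark the position of a sample along the colon. Their median was 4.86, -0.51 and 4.40 log2 CPM in tumor replicates 2, 4 and 20 and 5.04, 4.30 and 1.63 in colon replicates 2, 4 and 20. Tumor replicate 4 thus lay below colon replicate 4, and colon replicate 20 below tumor replicate 20. The tests below compare the groups, and whether single samples came from different positions was not tested. The list did not pass camera (p = 0.324, median log2 change -0.05), nor did the per-sample median in an exact two-sided permutation test (p = 0.7, smallest possible 0.1). That median lies within the spread of 2.46 between libraries, the bound set, before these genes were examined, against a difference in position, but a spread this wide would hide one, so the explanation stays open.

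By edgeR the real grouping called 5968 genes and the highest of the other splits of the 6 samples called 0, so 1 of 10 splits gave as many. The 10 splits are too few for a share under 0.05, as the smallest they allow is 0.1.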
